A study of Caenorhabditis elegans with 9 samples.

How the data were processed

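The study profiled where the transcription factors EGL-43 and FOS-1 lie on DNA in the dopaminergic neurons of Caenorhabditis elegans larvae, with NanoDam. In NanoDam, a nanobody against green fluorescent protein (GFP) is fused to the bacterial methylase Dam, which methylates adenine in the sequence GATC. A promoter active in dopaminergic neurons drives the fusion, and the factor of interest carries GFP, so GATC sites near the tagged factor are methylated. Assays of this family read out methylated sites by digesting DNA with an enzyme that needs the methyl group and amplifying the fragments. Per the labels' protocols, worms were kept for 3 generations on bacteria without Dam methylation, which would otherwise bring methylated DNA into the sample. About 5000 synchronised larvae were harvested after 24 h on food at 25 °C. The fragments were amplified with 4 and then 19 PCR cycles and sequenced on a nanopore instrument. There were 9 libraries: 3 from worms with the Dam fusion and no tagged factor (the control), 3 with tagged EGL-43 and 3 with tagged FOS-1, numbered 1 to 3 within each group in the labels.

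The values analysed here were 6 peak lists and 2 combined lists of regions, as deposited. Per the labels, each peak list belongs to 1 tagged library and the control library of the same number, so peaks were called per replicate and not on pooled libraries. Each control library therefore entered both an EGL-43 list and a FOS-1 list. The authors gave each peak a start, an end, a score and a false discovery rate (FDR). The deposited score has no stated scale, and its range differs between lists, so it was used only to rank peaks within a list. The authors' FDR was below 0.01 for every peak in the deposited lists, the threshold carried in the list names. The aligner, the peak caller and the genome build are not stated in the labels or the lists. Peak positions were used as given, and are written 1-based. Signal tracks and read counts were not analysed here, so the sequencing depth behind each list is unknown and no counting intervals are given. A control library can be noisy where it is shallow, and this would reach both lists made against it.

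No genome sequence was used here, and with no stated build the peaks were not placed in genes. The planned tests of promoters, of fixed gene lists and of sequence motifs, the planned rotation in units of GATC fragments, and the naming of genes near peaks were therefore not run. The control libraries also could not be simulated without reads; pairs of lists that do not share a control serve as the reference instead.

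The overlap of 2 lists was measured as the Jaccard index, the base pairs in both lists divided by the base pairs in either. Chance overlap was estimated by random rotation: all peaks of a list were moved along each chromosome by 1 random offset per chromosome, with peaks past the end re-entering at the start, which keeps peak widths and clustering. Chromosome lengths were taken as the largest peak end in any list, 100.2 Mb in all over 6 chromosomes. The mean Jaccard index of a set of pairs was compared with 10000 rotations, one-sided, so the smallest p-value these permutations can give is 0.0001. Counts of regions were compared with 1000 rotations, for which it is 0.001. Such p-values concern positions in these lists, not the replicate libraries as a sample. Exact permutation tests over lists were run for pairs within a factor against pairs between factors, and for same-number against different-number pairs. The other differences between kinds of pairs were not tested over lists. Where a 95% bootstrap interval is given, it came from 10000 resamplings of 103 blocks of 1 Mb. It covers variation along the genome in these lists only. Regions of a factor were formed by merging its 3 lists wherever peaks overlapped or touched, and a region was counted as found in a list when a peak of that list overlapped it by at least 1 bp. The 2 mitochondrial peaks stayed out of the overlap tests.

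The tests, the alternatives and the rule for naming regions were set before the data were examined, with exceptions. The comparisons with pairs of different number, the pairs of lists matched by number, the genome-block bootstrap, the counts of regions, the density on the X chromosome and in the chromosome centres, the removal of peaks over 15 kb and the trimming of peaks by 2 bp were chosen after seeing the data. The regions named are, for each factor, the 5 with the highest mean within-list score percentile among regions found in 3 of 3 lists, and the 3 highest of those with no peak in any list of the other factor. For the percentile, the highest-scoring peak of each list within the region was taken. Alternatives were a stricter FDR of 0.001, the peaks at or above each list's median score, other forms of random placement, other overlap rules, other support thresholds, the combined lists, and leaving out each replicate number in turn.

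Lists with the same number are paired through their control library, per the labels. Peak numbers of same-numbered lists deviated together from their factor means (correlation 0.998 over 3 pairs), whereas covered lengths did not (correlation -0.70). Neither correlation was tested, as each rests on 3 pairs only.

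The rotation test was checked on simulated data with the real numbers and widths of peaks of the 3 EGL-43 lists, each peak placed independently. In 100 simulations without shared positions, 3 gave a p-value under 0.05. With 50 planted shared regions, all 100 did, and the median number of planted regions recovered was 50. The planted regions had the same positions in all 3 lists, so their recovery was fixed in advance. The check does not cover clustered peaks or the very long FOS-1 peaks. Computations used Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.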

Results

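NanoDam peaks were compared for EGL-43, a zinc finger transcription factor, and FOS-1, a basic leucine zipper factor of the Fos family, in dopaminergic neurons of Caenorhabditis elegans at the L3 larval stage. Each factor had 3 replicate libraries, and 3 control libraries carried the Dam fusion without a tagged factor. Every list of peaks came from 1 tagged library against the control library of the same number. The comparisons implied by this design are the agreement of replicate lists, the overlap of the 2 factors, and the part of that overlap that goes with the shared control. Read depth was not stated in the lists, so no difference in depth between libraries could be taken into account.

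The 3 EGL-43 lists held 1111, 1081 and 909 peaks, a mean of 1034 ± 109 (SD, n = 3). The FOS-1 lists held 1067, 1045 and 832 peaks, a mean of 981 ± 130 (SD, n = 3). On the nuclear chromosomes the factors differed by 51.7 peaks per list, less than the SD among the lists of either factor (two-sided exact permutation test, p = 0.5; the smallest p-value 3 lists against 3 can give is 0.1). Lists of the same number share a control library, and within numbers the EGL-43 list was the larger in each case, by 44, 35 and 76 peaks. The SD of these 3 paired differences was 21.5 peaks, smaller than their mean (two-sided exact sign-flip test, p = 0.25, the smallest 3 pairs can give). At the stricter FDR of 0.001 the difference changed sign, to -2.33 peaks.

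EGL-43 peaks covered 1544 ± 228 kb per list (SD, n = 3) and FOS-1 peaks 1995 ± 379 kb (SD, n = 3). The difference of -451 kb was not significant (two-sided exact permutation test, p = 0.3). Peaks longer than 15 kb contributed to it. They numbered 6 in FOS-1 replicate 1, with 209 kb, and 2 in FOS-1 replicate 3, with 212 kb, and the other lists had 0. Without them FOS-1 peaks covered 1854 ± 259 kb per list (SD, n = 3), and the difference was -310 kb. The difference changed direction between numbers, being -496 kb for number 1, 133 kb for number 2 and -990 kb for number 3 (SD of the paired differences 563 kb). It was -181 kb without replicate 3 and -743 kb without replicate 2. Median peak width was 1279 ± 97 bp for EGL-43 and 1635 ± 389 bp for FOS-1 (SD, n = 3 each), with FOS-1 replicate 3 the widest at 2070 bp.

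**Figure D1:**
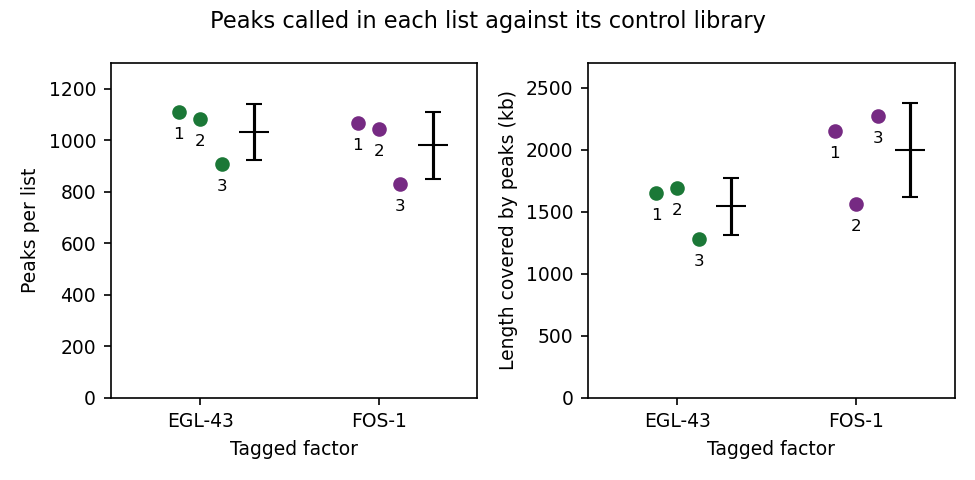
Number of peaks (left) and length covered by peaks in kb (right) in each list, numbered by replicate; black bars give the mean and SD of the 3 lists of a factor. Replicate 3 has the fewest peaks for both factors (909 and 832), while FOS-1 replicates 1 and 3 cover the most sequence (2150 and 2271 kb).

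Peaks lay on all 6 nuclear chromosomes in each list. The density on the X chromosome was 11.3 ± 1.2 peaks per Mb for EGL-43 and 10.5 ± 1.9 for FOS-1, against 10.1 ± 1.1 and 9.64 ± 1.19 on the autosomes (SD, n = 3 each). The ratio of X to autosomal density was 1.11 ± 0.03 for EGL-43 and 1.09 ± 0.09 for FOS-1. It exceeded 1 in all 6 lists, ranging from 1.01 to 1.19. The X was the densest chromosome in EGL-43 replicate 1 and FOS-1 replicates 1 and 2, but not in the other lists. In EGL-43 replicate 3, chromosomes I, II and III held 10.4, 10.9 and 10.8 peaks per Mb, against 9.93 on the X. Chromosome V held 6.08 there, against 11.6 and 10.7 in EGL-43 replicates 1 and 2, which lowered the autosomal density of that list. With each chromosome divided into 3 equal parts, the central part held 41.2% ± 3.5 of EGL-43 peaks and 38.9% ± 4.8 of FOS-1 peaks (SD, n = 3 each).

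The authors' combined lists pool the replicates of a factor. Each equalled the merge of that factor's 3 peak lists where peaks overlapped or touched. All 2479 EGL-43 regions and all 2686 FOS-1 regions were recovered exactly in this way, whereas merging peaks up to 1500 bp apart gave 2301 and 2499 regions. The combined lists therefore hold regions seen in any replicate. Of the 2477 nuclear EGL-43 regions, 2065 (83.4%) had a peak in 1 list, 282 (11.4%) in 2 lists and 130 (5.25%) in 3 lists. Of the FOS-1 regions, 2468 (91.9%) had a peak in 1 list, 204 (7.59%) in 2 lists and 14 (0.521%) in 3 lists. Random rotation of the lists gave a mean of 1.62 EGL-43 regions and 3.76 FOS-1 regions in 3 lists. Neither observed count was reached in 1000 rotations, whose highest counts were 7 and 10 (permutation test, one-sided p = 0.001 for each factor, the smallest these permutations can give). Neighbouring peaks in different lists can share a single boundary base, as 212 of 2540 overlapping pairs of peaks (8.35%) did. With peaks trimmed by 2 bp, so that such neighbours no longer met, the counts in 3 lists were 122 for EGL-43 and 11 for FOS-1. A base covered by all 3 lists was present in 116 of the 130 EGL-43 regions and in 9 of the 14 FOS-1 regions.

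**Figure D2:**
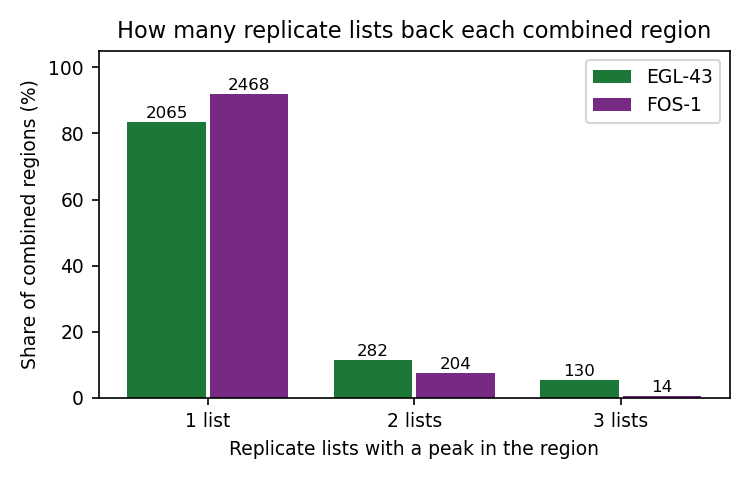
Share of each factor's combined nuclear regions, in percent, with a peak in 1, 2 or 3 of its replicate lists; numbers above the bars are region counts. Most regions come from a single list, and 130 EGL-43 but 14 FOS-1 regions appear in 3 lists.

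Replicate agreement was next measured in base pairs. The mean Jaccard index of the 3 pairs of EGL-43 lists was 0.1002 ± 0.0159 (SD over 3 pairs, which share lists), 12.8 times the mean of 0.00781 under random rotation (permutation test, one-sided p = 0.0001, the smallest possible). The 3 pairs of FOS-1 lists had a mean of 0.0371 ± 0.0224, 3.68 times the rotation mean of 0.0101 (permutation test, one-sided p = 0.0001). The FOS-1 value depended on 1 pair. Replicates 1 and 3 had an index of 0.0622, against 0.0302 for replicates 1 and 2 and 0.0190 for replicates 2 and 3. Without peaks over 15 kb the index of replicates 1 and 3 was 0.0187 and the FOS-1 mean was 0.0214 ± 0.0063, 2.31 times its rotation mean of 0.00927 (permutation test, one-sided p = 0.0001). The EGL-43 mean exceeded the FOS-1 mean by 0.0631 (95% genome-block bootstrap interval 0.0280 to 0.0882), and every EGL-43 pair exceeded every FOS-1 pair.

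Lists of different factors were compared in the same way, separating pairs that share a control library from those that do not. EGL-43 and FOS-1 lists of the same number had Jaccard indices of 0.0946 for number 1, 0.117 for number 2 and 0.0328 for number 3, a mean of 0.0814 ± 0.0436 (SD over 3 pairs). The 6 pairs of different number had a mean of 0.0357 ± 0.0148 (SD over 6 pairs). The same-number mean was higher by 0.0457 (95% genome-block bootstrap interval 0.0387 to 0.0529). Among the 6 ways of pairing the numbers, the real one gave the largest difference (one-sided exact permutation test, p = 0.167, the smallest this design can give). For each FOS-1 list, the EGL-43 list of the same number overlapped it most. The reverse did not hold for EGL-43 replicate 3, which overlapped FOS-1 replicate 2 more (0.0548) than FOS-1 replicate 3 (0.0328).

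Pairs of different number share neither a tagged nor a control library. Their mean of 0.0357 was 4.06 times the rotation mean of 0.00878 (permutation test, one-sided p = 0.0001). With rotations of at most 1 Mb, which keep peaks in their part of the chromosome, the rotation mean was 0.00924 and the p-value of the permutation test was again 0.0001. Overlap between the factors was thus above random placement without a shared control library. The rotations did not keep peaks on GATC fragments, and all control libraries came from worms of the same kind. The test therefore cannot separate binding shared by the factors from positions favoured in every list.

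**Figure D3:**
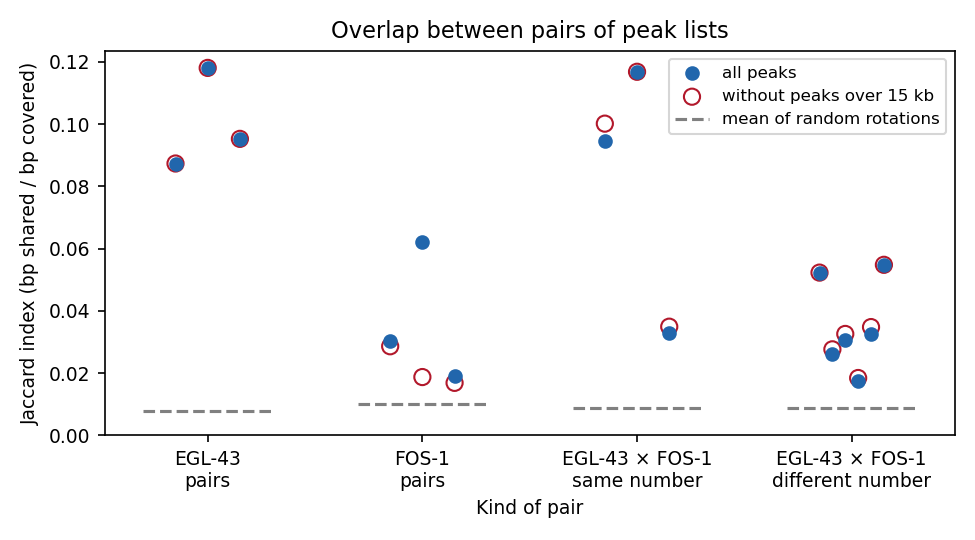
Jaccard index of each pair of lists by kind of pair (filled points, all peaks; open circles, without peaks over 15 kb), with the mean of random rotations as dashed lines. EGL-43 pairs range from 0.0873 to 0.118; the pair of FOS-1 replicates 1 and 3 falls from 0.0622 to 0.0187 once long peaks are left out.

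Whether lists of one factor resemble each other more than lists of the other factor was tested over all 15 pairs. The mean within-factor index exceeded the mean between-factor index by 0.0178, and 2 of the 10 splits of the 6 lists gave a difference at least as large (one-sided exact permutation test, p = 0.2; smallest possible 0.1). The comparison changed direction without replicate 3, to -0.0148. Restricting the between-factor pairs to those of different number raised the difference to 0.0330, the largest of the 4 splits that keep one list of each number in each group (one-sided exact permutation test, p = 0.25, the smallest possible). The factors did not contribute equally. EGL-43 pairs exceeded pairs of different number by 0.0646 (95% genome-block bootstrap interval 0.0543 to 0.0748). FOS-1 pairs differed from them by 0.0015 (interval -0.0187 to 0.0353), and without peaks over 15 kb by -0.0153 (interval -0.0199 to -0.0106). Each pair of FOS-1 lists was also set against the mean of the cross-factor pairs of the same 2 numbers. With all peaks the FOS-1 pair was higher for numbers 1 and 3, with 0.0622 against 0.0293. It was lower for numbers 1 and 2 (0.0302 against 0.0415) and for numbers 2 and 3 (0.0190 against 0.0361). Without peaks over 15 kb the FOS-1 pair was lower in each of the 3 cases, with 0.0286 against 0.0424 for numbers 1 and 2, 0.0187 against 0.0312 for numbers 1 and 3, and 0.0169 against 0.0366 for numbers 2 and 3. The EGL-43 pair was higher in all 3.

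Regions found in 3 of 3 lists were then compared between the factors. Of 130 EGL-43 regions, 6 (4.62%) overlapped one of the 14 FOS-1 regions, against a mean of 0.536 regions (0.412%) under random rotation (permutation test, one-sided p = 0.001, the smallest possible). These 6 were 42.9% of the FOS-1 regions. After trimming peaks by 2 bp, 4 of 122 EGL-43 regions overlapped. Because both sets rest on the same 3 control libraries, this overlap is not free of the control. The setting that moved the share most was the use of the authors' combined lists, with 820 of 2477 EGL-43 regions (33.1%) overlapping a FOS-1 region and 9.63% under rotation. Among the peaks at or above each list's median score, 49 EGL-43 and 2 FOS-1 regions remained in 3 lists and 0 overlapped. These 2 FOS-1 regions had no peak in any EGL-43 list with all peaks used. Of the 130 EGL-43 regions, 37 (28.5%) had no peak in any FOS-1 list, 51 had one in 1 list, 34 in 2 lists and 8 in 3 lists. When all 6 lists were merged, 9 of 4292 regions (0.210%) held a peak of every list and 3267 (76.1%) a peak of 1 list.

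The EGL-43 regions found in 3 lists with the highest scores are given with coordinates as in the deposited lists, whose genome build is not stated. The first lay on chromosome V from 10036915 to 10047330, with a mean within-list score percentile of 94.3 ± 4.0 (SD, n = 3). The region on chromosome X from 16710321 to 16713429 had a mean percentile of 93.4 ± 7.2. Next came chromosome IV from 7405213 to 7409567 with 89.8 ± 2.9, chromosome IV from 2994407 to 2998524 with 89.6 ± 5.0, and chromosome III from 3696656 to 3699353 with 89.1 ± 11.1. Each of these 5 regions also had a peak in at least 1 FOS-1 list, and both regions on chromosome IV had one in all 3. For the region ending at 2998524, the FOS-1 replicate 3 peak shared only the boundary base and had a negative score, -0.11. The highest EGL-43 regions without any FOS-1 peak were on chromosome IV from 1913478 to 1917214 (84.2 ± 2.2, with no base covered by all 3 lists), chromosome II from 9954620 to 9961245 (79.7 ± 11.2) and chromosome II from 7591179 to 7594522 (76.8 ± 30.3). The last of these stood at percentile 42.1 in replicate 2, and at 98.0 and 90.2 in replicates 1 and 3.

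FOS-1 regions were ranked less evenly. The first, on chromosome III from 3014747 to 3207073, had a mean percentile of 90.5 ± 13.1 and was 192327 bp long, because single peaks of up to 187122 bp fell there. Its peaks in FOS-1 replicate 2 covered 6.15% of the longest peak. The second lay on chromosome V from 19332833 to 19347764, with 82.0 ± 15.2 and no base covered by all 3 lists. Neither had a peak in an EGL-43 list. The next 3 had lower percentiles with wide spread: chromosome V from 10841424 to 10843116 with 61.9 ± 26.7, chromosome X from 3101375 to 3104139 with 58.3 ± 33.3, and chromosome X from 3656343 to 3662789 with 56.9 ± 25.8. In the region starting at 3101375, 1 bp was covered by all 3 lists, and in the region starting at 3656343 no base was. At the stricter FDR of 0.001, the region starting at 3101375 kept a peak in 0 FOS-1 lists. The regions starting at 10841424 and 3656343 kept peaks in all 3. A single further FOS-1 region had no EGL-43 peak, on chromosome I from 10475658 to 10477418, at a mean percentile of 15.3 ± 13.3 and with no base covered by all 3 lists.

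**Figure D4:**
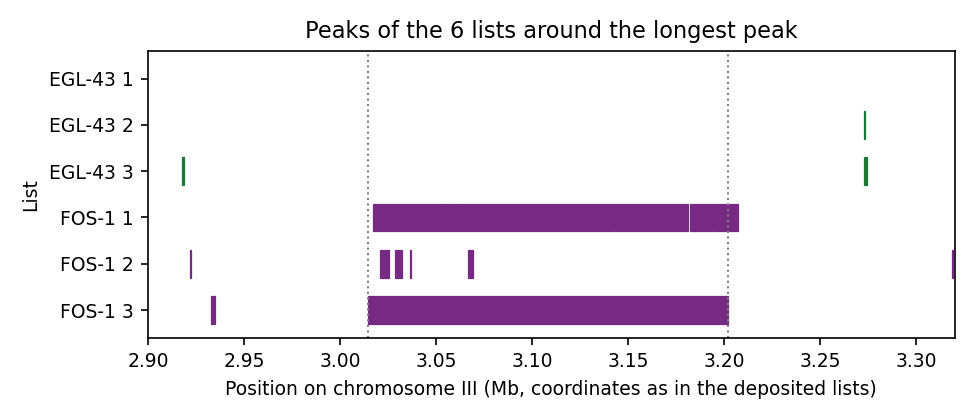
Peaks of the 6 lists (bars) around the longest peak, against position on chromosome III in Mb as in the deposited lists; dotted lines mark the ends of the longest peak, 3014747 and 3201868. FOS-1 replicates 1 and 3 cover 97.9% and 100% of the stretch, FOS-1 replicate 2 covers 6.15% and the EGL-43 lists have no peak in it.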

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

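Above-random overlap held under every alternative run for the EGL-43 pairs (0.0839 to 0.118 outside the index in regions), the FOS-1 pairs (0.0190 to 0.0622) and the pairs of different number, each with a permutation p-value at or below 0.001. The FOS-1 mean of 0.0371 became 0.0190 without replicate 1 and 0.0622 without replicate 2. The same-number excess stayed above 0 in every alternative, from 0.0344 without replicate 2 to 0.0642 without replicate 3 in base pairs and 0.0651 in regions, with no p-value able to pass 0.05.

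Direction changed for the peak number and for the within-factor minus between-factor difference. EGL-43 had more peaks than FOS-1 as deposited, but at an FDR under 0.001 the difference was -2.33 peaks; the cause was not tested. The within-factor minus between-factor difference was -0.00248 when the Jaccard index was taken over regions instead of base pairs. Leaving out 1 replicate number, it ran from -0.0148 without replicate 3 to 0.0436 without replicate 2. The between-factor mean includes same-number pairs. Without replicate 3 these had indices of 0.0946 and 0.117, against 0.0873 for the EGL-43 pair and 0.0302 for the FOS-1 pair. The different-number mean was 0.0415 there, so the negative value rested on the same-number pairs. In regions, the same-number indices for numbers 1 and 2, 0.162 and 0.160, exceeded the highest within-factor index, 0.148. The index in regions gives long peaks no extra weight, and without peaks over 15 kb the difference in base pairs was 0.00833. Among the peaks at or above each list's median score, 0% of EGL-43 regions in 3 lists overlapped FOS-1 regions. Random rotation gave a mean of only 0.06 regions there, so this setting cannot show a change of direction. The 2 FOS-1 regions left, on chromosome III from 3014747 and chromosome V from 19332833, had no peak in any EGL-43 list with all peaks used either. Leaving out numbers gave overlaps from 7.26% without replicate 2 to 16.3% without replicate 3, each above rotation.

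The counts of regions moved with the support asked for, by construction. EGL-43 and FOS-1 regions numbered 84 and 8 at an FDR under 0.001 and 49 and 2 among the peaks at or above each list's median score, where 0 were shared. At 2 of 3 lists or more they numbered 412 and 218, with 82 shared, and in the combined lists 2477 and 2686, with 820 shared. With one number left out and both remaining lists required, counts ran from 208 to 248 for EGL-43, from 56 to 119 for FOS-1 and from 16 to 34 shared. Leaving out replicate 3 gave the most FOS-1 and shared regions. Of the 14 named regions, 11 stayed in 3 lists at an FDR under 0.001 and 9 among the peaks at or above each list's median score.

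Paired by replicate number, the differences were the same 51.7 peaks and -451 kb, with exact sign-flip p-values of 0.25 and 0.5; the replicate block changed no call, but 0.25 is the smallest p-value that 3 pairs allow, so this says nothing about stability. The SD of the paired differences, 21.5 peaks, was well under the SD among lists of a factor, so for peak number the pairing narrows the spread. The planned promoter, gene list and motif tests and the rotation in GATC fragments were not run, since no genome of a stated build was used. The unknown depth limits each absence of a peak. A region missing from a list had no peak called there, which is not the same as unbound.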

Other observations

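The tests of shared binding, of recurrence, of FOS-1 replicate 3, of control reads and strain on chromosome III and of chance spacing were chosen only after the result had been seen. The form of the recurrence test was also settled after other forms had been run.

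EGL-43 and FOS-1 lists with the same number overlapped more on average than lists of different number, though number 3 had an index of 0.0328, below the different-number mean of 0.0357. Binding sites shared by both factors would raise same-number and different-number pairs alike. If each list found such sites at its own rate, the product of the same-number indices of a pair of numbers would equal the product of the crossed indices. The ratio of these products was 6.88 for numbers 1 and 2, 3.64 for numbers 1 and 3 and 4.01 for numbers 2 and 3, with 95% genome-block bootstrap intervals of 5.28 to 9.25, 2.61 to 5.29 and 2.65 to 6.30. This argues against shared sites as the whole cause in these lists. The intervals leave out variation between lists, for which the exact permutation test over pairings gave p = 0.167, the smallest possible. Noise particular to a number, such as a control library short of reads at some fragments, would make peaks that do not recur in the other numbers. EGL-43 peaks overlapped the FOS-1 list of their own number in 718 cases, against 368.5 expected from the mean of the other numbers, an excess of 349.5. Recurrence was counted in EGL-43 lists of a number in neither list of the pair. Of the excess, 15.6% recurred (95% genome-block bootstrap interval 10.2 to 21.0), against 2.98% under random rotation and 46.5% of the different-number overlaps. By FOS-1 list the shares were 20.5%, 7.12% and 22.4%, and the intervals for FOS-1 replicate 2, -2.29 to 15.2, and FOS-1 replicate 3, 1.41 to 46.1, included their rotation means of 2.84% and 2.89%. Most of the excess thus did not recur in such a list. Most EGL-43 peaks did not recur either: 20.1% to 29.2% of the peaks of an EGL-43 list overlapped another single EGL-43 list. Low recurrence alone therefore does not set the excess apart from EGL-43 peaks in general. Peaks particular to a number remain a candidate explanation for the excess. Whether such peaks are the whole excess cannot be told apart from a mixture with recurring positions. Whether they come from the control library or from another thing shared by the number, such as a day of harvest, cannot be told apart either, because 0 lists were made against a control of another number. Calling each tagged library against all 3 controls would separate them.

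FOS-1 lists overlapped each other less than EGL-43 lists did. Replicate 3, with the fewest peaks, is not the whole cause, since FOS-1 replicates 1 and 2 alone had an index of 0.0302, below each EGL-43 pair. The very long FOS-1 peaks do not account for it either, because leaving them out lowered the FOS-1 mean to 0.0214. Without them, FOS-1 lists resembled each other less than they resembled EGL-43 lists of other numbers. A lower depth or weaker enrichment in the FOS-1 libraries, or fewer FOS-1 sites in these neurons, may remain as explanations; none was tested, since depth is unknown. Of the 2686 combined FOS-1 regions, 2468 rest on 1 list.

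A stretch of chromosome III from 3014747 to 3201868 was covered over 97.9% in FOS-1 replicate 1 and 100% in FOS-1 replicate 3, where it was a single peak of 187122 bp with the authors' FDR given as 0. Windows of this size were covered over 2.15% and 2.26% on average in those lists. Too few control reads there would have raised the EGL-43 lists made against the same controls, yet the highest coverage in an EGL-43 list was 0%. A property of the FOS-1 strain, such as extra copies of the stretch, should appear in all its libraries. FOS-1 replicate 2 covered 6.15% of the stretch, above its window mean of 1.56% and below the 99th percentile of its windows, 6.68%. Along the chromosome, it covered 23.2%, 3.25% and 0% of the 3 peaks over 15 kb that FOS-1 replicate 1 had there. This explanation therefore cannot be told apart from one limited to replicates 1 and 3, such as DNA already methylated before it entered those libraries, which was not tested. Direct binding along the whole stretch was not tested either. Other peaks over 15 kb were particular to 1 list: 3 on chromosome V in FOS-1 replicate 1, and 1 on chromosome II in FOS-1 replicate 3. The highest coverage of any of these 4 in another list was 8.91%. This stretch is the highest-ranked FOS-1 region found in 3 lists.

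FOS-1 replicate 3 held 5 peaks on chromosome IV between 892180 and 909800 that were 1012 bp wide and spaced 4152 bp apart, each within 2 bp. Their authors' scores ran from -0.05 to 0.02, in a list with a median score of 4.45. EGL-43 replicate 3, made against the same control library, held 3 peaks with the same spacing from 892500 to 901843, with scores of 3.36 to 3.37. Chance spacing is argued against, since 0 of 1000 shuffles of the gaps and widths in the FOS-1 list gave a run as long. Reads that could be placed in any copy of a tandem repeat are a candidate explanation for a 4152 bp period; it cannot be told apart from others without the sequence of a stated build.

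FOS-1 replicate 3 was also the only list with negative peak scores, in 11 of 832 peaks, the lowest being -2.45 on chromosome V from 17128421 to 17129242. The other lists had lowest scores of 1.25, 1.60 and 2.98 for EGL-43 replicates 1 to 3 and 0.48 and 1.11 for FOS-1 replicates 1 and 2. The mitochondrial genome carried 1 peak in EGL-43 replicate 2, from 1323 to 5383, and 1 in EGL-43 replicate 3, from 7627 to 8527, with scores of 1.76 and 6.52. No FOS-1 list had a mitochondrial peak.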
